A study of Caenorhabditis elegans with 11 samples. Its data were reported in "Exportin 1 modulates life span by regulating nucleolar dynamics via the autophagy protein LGG-1/GABARAP" (2022).

How the data were processed

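Wild-type *Caenorhabditis elegans* (the N2 Bristol strain) were moved on day 1 of adulthood to *Escherichia coli* HT115 that produced double-stranded RNA against *xpo-1*, or to the same bacteria with the empty vector L4440, and were collected on day 5 after 96 hours at 20°C. Feeding such bacteria lowers the matching messenger RNA in the animal (RNA interference, RNAi). *xpo-1* encodes exportin 1, a receptor that carries proteins and ribosomal particles out of the nucleus. A part of each lysate served as total RNA, and the rest was separated by sucrose gradient centrifugation into a monosome fraction (messenger RNA with a single ribosome) and a polysome fraction (messenger RNA with several ribosomes). Polyadenylated RNA was sequenced on an Illumina instrument.

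For each of the 11 libraries the authors deposited raw counts per gene, as whole numbers for 46756 genes with their exon coordinates and exonic length. The aligner, the counting program's settings and the use of strand were not stated, so a gene whose exons overlap another gene, and a gene with a near-identical copy, may hold reads of its neighbour or copy. The coordinates lie on the WBcel235 assembly. Of the 46756 gene identifiers, 46581 were found in the Ensembl annotation of that assembly used here, 100% of these on the same chromosome and 68.6% with the same start and end. Coordinates are therefore given as the count tables state them. Gene symbols came from a table of identifiers and symbols, which matched 43798 identifiers, and coding lengths from the longest coding transcript of the Ensembl annotation, which gave a value for 19725 genes. The authors also deposited 3 tables of normalized signal, 1 per RNA kind, made with DESeq2. Every column of these was a constant multiple of the raw counts of its library, equal to median-of-ratios scaling, and the tables held exactly the genes whose counts summed to more than 10 per library on average. They were used only for this check, and no column of them was left without a library (0 columns). All results below were computed from the raw counts.

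Groups and replicate numbers were taken from the sample labels: control total RNA (2 libraries), *xpo-1* RNAi total RNA (2), control monosome RNA (2), *xpo-1* RNAi monosome RNA (1), control polysome RNA (2) and *xpo-1* RNAi polysome RNA (2). Library totals ran from 15589628 to 21828657 counts. Binomial 95% intervals (Wilson) and the floor of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were compared by a chi-square test of their counts over genes, and in every group with 2 libraries they differed far beyond sampling noise (chi-square over degrees of freedom from 14.1 in *xpo-1* RNAi polysome RNA to 62.4 in control monosome RNA), so none was treated as deposited more than once.

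Differences in total RNA and in polysome RNA were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on the libraries of that RNA kind, with TMM normalization, no covariate, and Benjamini-Hochberg adjustment over all genes tested. Genes needed at least 10 counts in at least 2 libraries of the fit. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. A change in polysome loading was tested as an interaction in 1 fit over the 8 libraries of total and polysome RNA, as the log2 fold change in polysome RNA minus that in total RNA. Standard errors were the log2 fold change divided by the square root of the F statistic. With a single *xpo-1* RNAi monosome library, monosome RNA and the ratio of polysome to monosome RNA were described and not tested. That ratio (translation efficiency) was the log2 of polysome over monosome mean normalised counts in *xpo-1* RNAi divided by the same ratio in control, with size factors within each fraction and a pseudocount of 1, over genes with a mean of at least 10 in at least 2 of the 4 groups, a monosome group among them. Genes beyond 2-fold were counted.

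The 16 gene lists were fixed by gene symbol before the data were examined, and so were the tests, the alternatives and the rule for naming genes. They were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 48 tests of 16 lists in 3 contrasts, with fry and with camera at an estimated correlation as alternatives. The lists were cytosolic ribosomal proteins, mitochondrial ribosomal proteins, initiation factors, nucleolar and ribosome biogenesis genes, proteasome, autophagy, lysosome, heat-shock proteins, detoxification, neuropeptides, collagens, vitellogenins, major sperm proteins, histones, germline markers and early embryo markers. A list of molting-cycle genes was added later, before its values were read. Random lists (10000 draws) were matched on mean expression in 20 bins, and for list differences between RNA kinds on coding length (10 bins) and expression (5 bins). Displayed levels are CPM (the cpm function of edgeR, counts relative to library size) scaled by TMM over all 11 libraries, computed here.

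Named genes were *xpo-1*, then 12 genes taken from the study (genes it measured, silenced, mutated, tagged or used as a reference), then for each tested comparison the 3 calls with the largest rise and the 3 with the largest fall among calls with a mean of at least 10 CPM and every *xpo-1* RNAi library on the same side of every control library, and for the polysome to monosome ratio the 3 highest and 3 lowest genes with a mean of at least 100 in every group.

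The tests in total RNA, polysome RNA and the interaction, the polysome to monosome ratio and the list test were tested on simulated counts for the real genes with a dispersion of 0.04, with 200 genes changed, or 1 list for the list test. The other descriptions and checks were not. The total RNA test recovered 98% of the changed genes with 13 false calls among 13515 genes, the polysome test 98% with 9 false calls among 13674, and the interaction test 65% with 2 false calls among 14411. The untested ratio placed 99.5% of changed genes, and 6.82% of unchanged genes, beyond 2-fold. The changed genes in the gene and ratio simulations had a mean of at least 10 CPM and changes beyond 2-fold, so recovery of weaker changes was not measured. The list test, simulated for total RNA, found the 1 changed list of 16. Simulated genes were independent of each other, so this did not test the preset inter-gene correlation.

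The alternatives were DESeq2 1.42.0, median-of-ratios size factors, scaling by total counts only, no count filter, at least 10 counts in every library, 1 fit over all 11 libraries, the replicate number as a block, other fold thresholds, other pseudocounts and filters for the ratio, and leaving out each library in turn. As every tested arm had 2 libraries, leaving one out gave only fold changes and list medians, without calls. GC content was not analysed here.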

Results

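The data comprised 11 RNA sequencing libraries of nematodes on day 5 of adulthood, after 96 hours of *xpo-1* RNAi or of control bacteria carrying the empty vector L4440. Total RNA, monosome RNA and polysome RNA were each sequenced from 2 control cultures. *xpo-1* RNAi was represented by 2 total RNA libraries, 2 polysome libraries and 1 monosome library. Total counts per library lay between 15589628 (*xpo-1* RNAi polysome replicate 1) and 21828657 (control total replicate 2). A count of 0 in the shallowest library thus allowed up to 3 counts of that total. The *xpo-1* RNAi replicates resembled each other more than the control replicates did. Between replicates, the standard deviation of the log2 ratio over genes was 0.25 in *xpo-1* RNAi total RNA and 0.26 in *xpo-1* RNAi polysome RNA, and it was 0.48, 0.53 and 0.52 in control total, monosome and polysome RNA. The first principal component separated the *xpo-1* RNAi libraries from the control libraries, and along it control replicate 2 lay farther from the *xpo-1* RNAi libraries than control replicate 1 in every RNA kind.

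To check the silencing, *xpo-1* itself was examined first in every library. *xpo-1* (WBGene00002078, WBcel235 chromosome V, 7805064 to 7814656, plus strand, 4396 nt of exons) had 4959 and 4702 counts in the control total RNA libraries and 667 and 869 counts under *xpo-1* RNAi. Its level in total RNA was 283 ± 41.4 CPM (SD, n = 2) in control and 37.4 ± 1.29 CPM (SD, n = 2) under *xpo-1* RNAi, or 13.2% of control. The log2 fold change was -2.94 (SE 0.18, edgeR adjusted p 6.91e-05). In polysome RNA it fell from 162 ± 51.7 CPM (SD, n = 2) to 21.8 ± 0.00548 CPM (SD, n = 2), with a log2 fold change of -2.96 (SE 0.27, edgeR adjusted p 0.000235). In monosome RNA it was 286 ± 21.2 CPM (SD, n = 2) in control and 52.3 CPM in the single *xpo-1* RNAi library, 18.3% of control. Every library labelled *xpo-1* RNAi was thus below every control library of its RNA kind. Exons of *xpo-1* overlap those of ZK742.3 and ZK742.6, and reads of these genes could not be separated here.

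**Figure D1:**
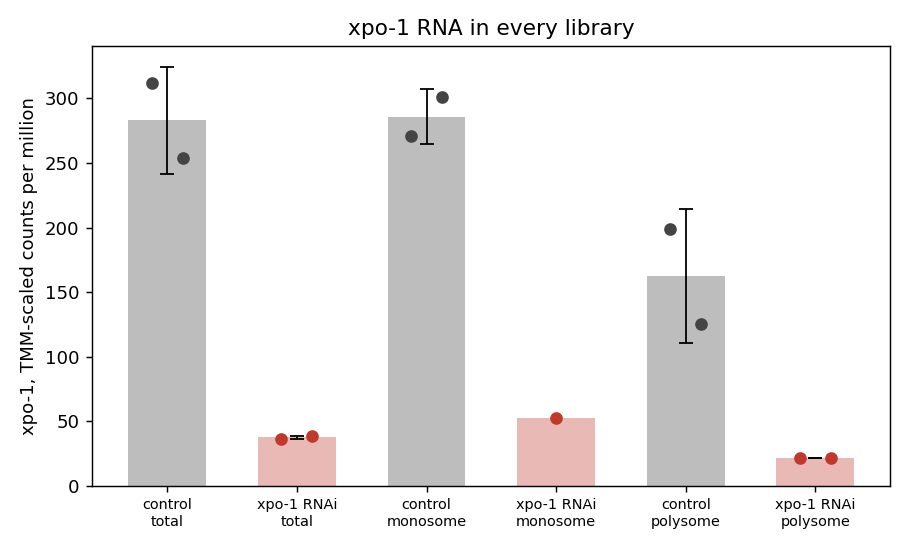
*xpo-1* RNA in TMM-scaled CPM (vertical axis) by group (horizontal axis); points are libraries, bars are group means and error bars are the SD of 2 libraries, with no error bar for the single *xpo-1* RNAi monosome library. The *xpo-1* RNAi means of 37.4 (total), 52.3 (monosome) and 21.8 (polysome) lie below all control libraries.

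The first comparison asked which transcripts changed in abundance when *xpo-1* was silenced. Of 13795 genes tested in total RNA, 3986 were called, 1649 higher and 2337 lower (edgeR, adjusted p under 0.05 and a fold change over 1.5). Scaling by total counts only moved this result most, to 3305 higher and 1647 lower calls, and it raised the median log2 fold change of all genes from 0.01 to 0.30. The largest falls among the calls that met the naming rule were in cuticle genes. *rol-1* (WBGene00004394, chromosome II, 12172571 to 12176069) went from 117 ± 76.5 CPM (SD, n = 2) to 0.426% of that level, with a log2 fold change of -7.91 (SE 0.55, adjusted p 6.91e-05). The collagen genes *col-133* (WBGene00000707, chromosome IV, 14098325 to 14099368) and *col-161* (WBGene00000734, chromosome V, 13317028 to 13318011) had log2 fold changes of -7.54 and -7.51 (adjusted p 8.27e-05 and 7.51e-05). Control levels of these 3 genes varied widely between the replicates, as in *col-133* with 231 ± 183 CPM (SD, n = 2). Without control total replicate 2 the log2 fold changes were -7.04 for *rol-1*, -6.38 for *col-133* and -6.37 for *col-161*. Under the same rule, which requires a mean of at least 10 CPM, the largest rises were in R03H10.6 (WBGene00019858, chromosome II, 4171294 to 4173875), F15B9.6 (WBGene00008850, chromosome V, 13014144 to 13016641) and C39F7.5 (WBGene00016540, chromosome V, 1264773 to 1270160). R03H10.6 went from 0.859 ± 0.299 CPM (SD, n = 2) to 20.3 ± 0.228 CPM (SD, n = 2), a log2 fold change of 4.55 (SE 0.31, adjusted p 6.91e-05). F15B9.6 rose by 3.39 (adjusted p 0.000205) and C39F7.5 by 2.74 (adjusted p 8.25e-05) on the log2 scale.

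The same comparison in polysome RNA asked which transcripts changed among those bound by several ribosomes. Its values are relative to all polysome RNA of a library. The study saw flatter monosome and polysome peaks under *xpo-1* RNAi. A higher call is thus a larger share of polysome RNA and need not be more polysome-bound RNA per animal. Of 13940 genes tested, 5288 were called, 2161 higher and 3127 lower. Under scaling by total counts only these became 4503 higher and 2209 lower, with a median of all genes of 0.40 in place of -0.01. The genes named here again met the naming rule with its mean of at least 10 CPM. Y48G8AL.12 (WBGene00021690, chromosome I, 1218435 to 1219002) fell from 95.4 ± 53.1 CPM (SD, n = 2) to 0.156 ± 0.0706 CPM (SD, n = 2), a log2 fold change of -9.26 (SE 0.62, adjusted p 0.000151). C17F3.1 (WBGene00015907, chromosome I, 6669184 to 6669592) had at most 2 counts in the *xpo-1* RNAi polysome libraries against 29.5 ± 26.1 CPM (SD, n = 2) in control, and was at least 188-fold lower than the control mean (adjusted p 0.000575), or at least 70.7-fold lower than the lower of the control libraries. Y47D7A.15 (WBGene00021627, chromosome V, 4431791 to 4433185) had 0 counts in *xpo-1* RNAi replicate 1 and 16 in replicate 2 against 209 ± 132 CPM (SD, n = 2) in control, with a log2 fold change of -9.02 (SE 0.86, adjusted p 0.000276) that was -8.02 without *xpo-1* RNAi polysome replicate 1. The largest rises under that rule were in *lips-11* (WBGene00020472, chromosome II, 1108841 to 1110992), F15B9.6 and *fil-1* (WBGene00011321, chromosome V, 14993838 to 14995201). *lips-11* went from 0.490 ± 0.0796 CPM (SD, n = 2) to 25.4 ± 3.32 CPM (SD, n = 2), a log2 fold change of 5.60 (SE 0.31, adjusted p 0.000151). F15B9.6 rose by 4.03 (adjusted p 0.000151) and *fil-1* by 3.80 (adjusted p 0.000235) on the log2 scale.

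The study next asked which changes belonged to polysomes rather than to transcript abundance. Of the 5288 polysome calls, 2745 (51.9%) were also called in total RNA in the same direction and 6 in the opposite direction, while 2537 were not called in total RNA (1183 higher, 1354 lower). Of the 2186 unshared calls that total RNA also tested, 82.4% changed in the same direction there. Requiring in addition a total RNA adjusted p above 0.5 left 609 unshared calls. A call in one RNA kind and not in the other is not itself a tested difference, and the interaction tested that difference directly. Of 14900 genes, 0 were called in the interaction (smallest edgeR adjusted p 0.0972), and 2406 (16.1%) had an unadjusted p under 0.05. This fit took the libraries as independent, though total and polysome RNA came from the same lysates. Deviations between replicates correlated at 0.688 between total and polysome RNA in control and at -0.191 under *xpo-1* RNAi. The 0 calls therefore do not show that loading was unchanged. Among the 2537 unshared polysome calls, 0 passed the interaction test and 1123 had an unadjusted p under 0.05. This count depended on the setting. DESeq2 called 297 genes higher and 393 lower among the 6234 genes to which it gave an adjusted p, edgeR without a count filter called 275 higher and 301 lower, and edgeR on genes with at least 10 counts in every library called 303 higher and 120 lower. These 3 settings shared 302 genes, 187 higher and 115 lower. The largest change among the planned settings came from a block of treatment and replicate number, which takes same-numbered total and polysome libraries as 1 lysate and called 985 genes higher and 976 lower, with 301 of those 302 genes among them.

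Across the 13218 genes tested in both, the log2 fold changes in total and polysome RNA had a Pearson correlation of 0.902 and a Spearman correlation of 0.759. The fits share no library, but total and polysome RNA came from the same lysates, so these are not changes in independent samples, and genes are not independent replicates. Over the 16 combinations of single libraries the Pearson correlation lay between 0.764 and 0.881. Leaving out control total replicate 2 gave the lowest value, 0.806. The spread of the log2 fold changes was larger in polysome RNA (SD over genes 1.56) than in total RNA (1.37).

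**Figure D2:**
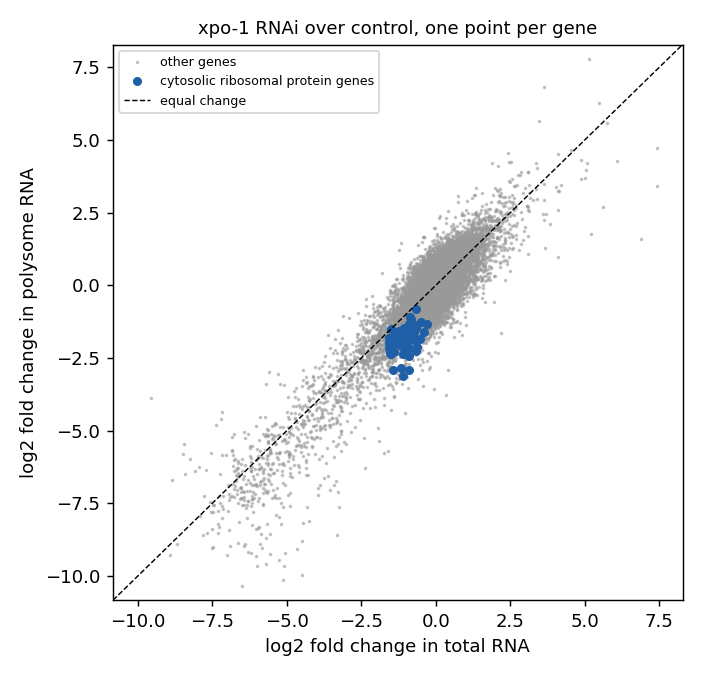
Log2 fold change (*xpo-1* RNAi over control) of each gene in total RNA (horizontal axis) and in polysome RNA (vertical axis), with the cytosolic ribosomal protein genes in blue and a dashed line of equal change. The genes follow the line with a Pearson correlation of 0.902, and the ribosomal protein genes lie below it.

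Gene lists fixed before the data were examined addressed which functions changed. In total RNA 7 of the 16 lists passed camera's adjusted p of 0.05, of which 1 was higher, in polysome RNA 12 passed, of which 5 were higher, and in the interaction 9 passed, of which 4 were higher. With fry, only 1 list in total RNA and 2 in polysome RNA passed, and 0 in the interaction. The lists that fry kept were the early embryo markers in both (adjusted p 0.0102 in each) and the cytosolic ribosomal proteins in polysome RNA (adjusted p 0.0254). With camera at an estimated correlation 0 passed in any contrast.

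Cytosolic ribosomal protein genes were lower in both RNA kinds. In total RNA the median log2 fold change of 82 genes was -0.99 (camera adjusted p 2.75e-30), 82 of 82 had a negative value and 77 were called lower. In polysome RNA the median of 81 genes was -1.79 (camera adjusted p 2.32e-65) and 81 of 81 were called lower. Over the 4 pairs of 1 *xpo-1* RNAi and 1 control library the median ran from -1.28 to -0.67 in total RNA and from -1.81 to -1.65 in polysome RNA. Their share of all counts was 17.1% and 18.6% in the control total RNA libraries and 11.9% and 9.70% under *xpo-1* RNAi. In polysome RNA it was 22.0% and 23.5% in control and 8.80% and 9.17% under *xpo-1* RNAi. Mitochondrial ribosomal protein genes had medians of -0.56 in total RNA (camera adjusted p 8.77e-08) and -1.21 in polysome RNA (camera adjusted p 1.95e-22), and initiation factors of -0.39 (camera adjusted p 0.00156) and -0.68 (camera adjusted p 0.000757). These 3 lists kept their direction under every scaling alternative and with each library left out in turn.

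The lowest medians were in other lists. Major sperm proteins had a median of -5.89 in total RNA and -7.04 in polysome RNA. With genes at or under 3 counts in every *xpo-1* RNAi library set to that floor, the medians were -5.83 and -6.93. Without control replicate 2 of the RNA kind the sperm medians were -4.45 and -5.53. Reads of these near-identical genes could not be assigned to single members. Collagens had medians of -3.19 in total RNA (-3.04 with genes at their bound) and -3.70 in polysome RNA (-3.21 with genes at their bound), and without control replicate 2 these were -2.02 and -2.16. Early embryo markers had medians of -1.61 and -1.98, and the first was -1.03 without control total replicate 2. Detoxification genes were higher in total RNA (median 0.45, camera adjusted p 0.000447) and in polysome RNA (median 0.49, camera adjusted p 3.08e-05).

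The remaining lists did not pass in total RNA. Their medians were -0.44 for heat-shock proteins, -0.22 for the lysosome, -0.12 for nucleolar and ribosome biogenesis genes, 0.03 for germline markers, 0.07 for vitellogenins, 0.11 for the proteasome, 0.14 for histones, 0.16 for autophagy and 0.20 for neuropeptides. Leaving out a single library turned 4 of these to the other sign, with -0.07 for the proteasome, -0.11 for vitellogenins and -0.06 for histones without *xpo-1* RNAi total replicate 1 and -0.14 for germline markers without control total replicate 2. It also took the medians as low as 0.01 for neuropeptides (without control total replicate 1) and 0.04 for autophagy (without control total replicate 2), to -0.25 for nucleolar and ribosome biogenesis genes (without control total replicate 2) and to -0.36 and -0.13 for the lysosome (without control total replicates 1 and 2). Scaling by total counts only, which raised all genes, gave 0.16 for nucleolar and ribosome biogenesis genes and 0.07 for the lysosome. In polysome RNA the proteasome (-0.48, camera adjusted p 0.00690), autophagy (0.35, camera adjusted p 0.0133), vitellogenins (1.13, camera adjusted p 0.000547), neuropeptides (0.40, camera adjusted p 0.0390) and germline markers (0.33, camera adjusted p 0.00951) passed. Without control polysome replicate 2 the medians were 0.17 for autophagy and -0.05 for germline markers, and without control polysome replicate 1 that of neuropeptides was 0.15. Nucleolar and ribosome biogenesis genes (-0.25), the lysosome (-0.21), histones (-0.22) and heat-shock proteins (0.21) did not pass, and scaling by total counts only turned the former 3 positive (0.16, 0.19 and 0.19). Without control polysome replicate 1 the medians were -0.49 for the lysosome and 0.10 for heat-shock proteins, that of nucleolar and ribosome biogenesis genes was -0.12 without *xpo-1* RNAi polysome replicate 2, and that of histones was -0.12 without *xpo-1* RNAi polysome replicate 1.

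In the interaction 7 lists did not pass, with median differences of -0.18 for early embryo markers, -0.13 for initiation factors, -0.11 for collagens, -0.08 for the lysosome, -0.07 for nucleolar and ribosome biogenesis genes, 0.17 for neuropeptides and 0.18 for detoxification. Among random lists matched on coding length and expression, 2 of these lay outside the middle 95%, neuropeptides at percentile 100 and nucleolar and ribosome biogenesis genes at percentile 0.58. That of collagens was 0.44 without control polysome replicate 2 and -1.07 without control total replicate 2. That of neuropeptides was 0.013 without control total replicate 2 and 0.43 without *xpo-1* RNAi total replicate 1, and that of detoxification was 0.11 without control total replicate 1 and 0.49 without *xpo-1* RNAi total replicate 2. Without *xpo-1* RNAi polysome replicate 1 the medians were 0.15 for initiation factors, 0.20 for nucleolar and ribosome biogenesis genes and 0.16 for early embryo markers, and without *xpo-1* RNAi total replicate 1 that of the lysosome was 0.22. The lists that passed were cytosolic ribosomal proteins (-0.71), mitochondrial ribosomal proteins (-0.67), the proteasome (-0.55), histones (-0.33), major sperm proteins (-1.06), autophagy (0.22), germline markers (0.42), heat-shock proteins (0.46) and vitellogenins (1.12). Leaving out single libraries moved all of these except vitellogenins by over 1.5 times or to the other sign in at least 1 fit. Part of these moves was shared by all genes. Their median became 0.26, 0.29 and 0.26 without *xpo-1* RNAi total replicate 1, total replicate 2 or polysome replicate 1. Relative to all genes, of these lists only major sperm proteins changed sign (-2.36 to 0.35). Mitochondrial ribosomal proteins then ran from -0.82 to -0.64, the proteasome from -0.70 to -0.38 and histones from -0.61 to -0.07. Autophagy (0.02 to 0.37) and germline markers (0.04 to 0.73) still moved widely.

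**Figure D3:**
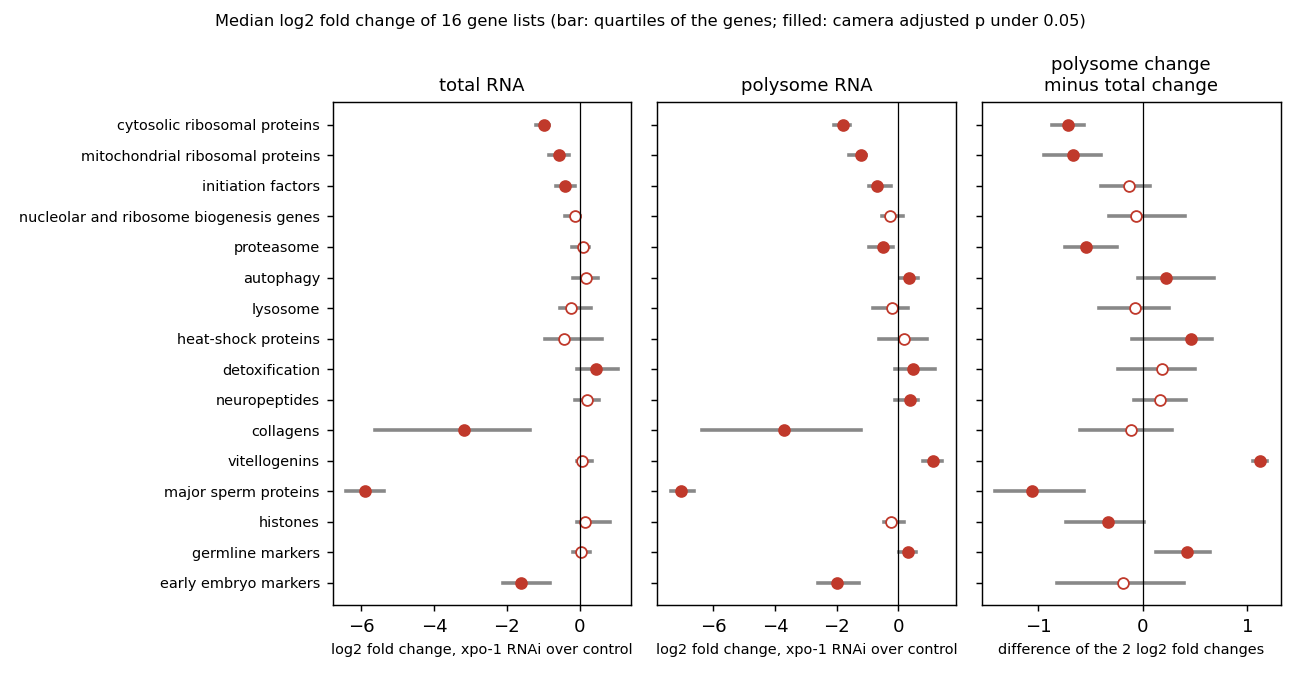
Median log2 fold change (horizontal axes) of each of the 16 gene lists (rows) in total RNA, in polysome RNA and as the difference of the log2 fold changes of both; grey bars span the quartiles of the genes and filled points have a camera adjusted p under 0.05. The cytosolic ribosomal proteins lie at -0.99, -1.79 and -0.71.

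Genes taken from the study's own experiments were examined next. Of the 13 fixed genes with *xpo-1* included, 7 had an adjusted p under 0.05 in total RNA over all genes tested (8 adjusted over the list alone), 10 in polysome RNA (11 adjusted over the list alone) and 0 in the interaction (6 adjusted over the list alone). The study picked some of these genes from the same libraries, so the values adjusted over the list alone are not independent evidence. *fib-1*, which encodes the nucleolar protein fibrillarin (WBGene00001423, chromosome V, 15000653 to 15002273), went from 2120 ± 89.5 CPM (SD, n = 2) to 911 ± 151 CPM (SD, n = 2) in total RNA, a log2 fold change of -1.24 (SE 0.21, adjusted p 0.00179). In polysome RNA its log2 fold change was -1.70 (SE 0.17, adjusted p 0.000357). *rps-8* (WBGene00004477, chromosome IV, 7312981 to 7313864) had log2 fold changes of -1.14 in total RNA (adjusted p 0.00440) and -1.77 in polysome RNA (adjusted p 0.000190). *rpl-11.1* (WBGene00004422, chromosome V, 3585313 to 3586064) had values of -0.70 (adjusted p 0.0296) and -1.45 (adjusted p 0.000405), and its paralog *rpl-11.2* (WBGene00004423, chromosome X, 2241738 to 2242618) had values of -1.09 (adjusted p 0.00691) and -2.36 (adjusted p 0.000878). *rpl-4* (WBGene00004415, chromosome I, 4645641 to 4646963), whose exons overlap *lmd-2*, had a log2 fold change of -0.80 in polysome RNA (adjusted p 0.00530) and did not pass in total RNA (-0.65, adjusted p 0.0575), where it passed with DESeq2, with 1 fit over all libraries and with the replicate block. When scaled by total counts only, *rpl-11.1* in total RNA (-0.42) and *rpl-4* in polysome RNA (-0.39) kept an adjusted p under 0.05 but had fold changes under 1.5.

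*lgg-1*, which encodes a GABARAP-type autophagy protein (WBGene00002980, chromosome II, 6346960 to 6347719), was called higher in polysome RNA, from 665 ± 26.4 CPM (SD, n = 2) to 1062 ± 48.4 CPM (SD, n = 2), with a log2 fold change of 0.60 (SE 0.16, adjusted p 0.0191). In total RNA its log2 fold change of 0.38 did not pass (SE 0.18, adjusted p 0.130), though it did when scaled by total counts only, and the difference between both did not pass either (0.27, SE 0.22, adjusted p 0.625). *hlh-30* (WBGene00020930, chromosome IV, 4014799 to 4028127) was called higher in polysome RNA (0.99, adjusted p 0.0107) with a value of -0.38 in total RNA (adjusted p 0.125), and its difference of 1.42 (SE 0.29) did not pass (adjusted p 0.0972, a value that Benjamini-Hochberg adjustment gave to many other genes too). With DESeq2 the difference passed for 3 of the 13 genes, *hlh-30*, *dao-5* and *rpl-11.2*, and with the block of treatment and replicate number for 5, these and *ncl-1* and *pmp-3*. *ncl-1* (WBGene00003559, chromosome III, 7719791 to 7738105) was called higher in polysome RNA (0.79, adjusted p 0.0220) and not in total RNA (0.04, adjusted p 0.893). *dao-5* (WBGene00000931, chromosome I, 10187515 to 10190896), whose exons overlap *rsa-1*, was called lower in total RNA (-0.91, adjusted p 0.00263) and not in polysome RNA (0.23, adjusted p 0.461; it passed there when scaled by total counts only), with a difference of 1.19 (adjusted p 0.0986). *rpn-6.1* (WBGene00004462, chromosome III, 6959110 to 6962027) changed by 0.17 in total RNA (adjusted p 0.461) and by -0.23 in polysome RNA (adjusted p 0.383), neither of them past the threshold, and when scaled by total counts only these were 0.46, with an adjusted p under 0.05 but a fold change under 1.5, and 0.18. *act-1* (WBGene00000063, chromosome V, 11079167 to 11082497), one of several near-identical actin genes and therefore uncertain, was called lower in both (-0.92, adjusted p 0.0138, and -0.75, adjusted p 0.0169), in neither with 1 fit over all libraries, and not in polysome RNA when scaled by total counts only. *pmp-3* (WBGene00004060, chromosome V, 14646739 to 14653464) was called in neither (-0.17, adjusted p 0.454, and 0.55, adjusted p 0.0904), but passed in polysome RNA with 1 fit over all libraries and when scaled by total counts only, and with the replicate block by its adjusted p alone. Single libraries moved some of these values. Without control polysome replicate 2 those in polysome RNA were 0.0026 for *dao-5* and 0.28 for *pmp-3*. In total RNA *act-1* was -0.60 without control replicate 2, and *ncl-1* was -0.08 without *xpo-1* RNAi replicate 1. The difference of *lgg-1* ran from 0.20 to 0.61 over the libraries left out. All adjusted p here are from edgeR with Benjamini-Hochberg adjustment.

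Monosome RNA could only be described. Of 13585 genes, 660 were over 2-fold higher and 1535 over 2-fold lower in the single *xpo-1* RNAi monosome library than in each control monosome library, while the controls themselves differed over 2-fold for 1631 genes. Without control monosome replicate 1 the counts were 1465 and 2383, and without control monosome replicate 2 they were 1096 and 1852. The log2 ratio against the mean of the controls had a Pearson correlation of 0.798 across 12661 genes with the change in total RNA. Cytosolic ribosomal protein genes had a median log2 ratio of 0.24 (0.31 and 0.20 against the single control libraries), which had no replicate check.

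The study measured translation efficiency as the ratio of polysome to monosome RNA. Of 13808 genes, this ratio was raised over 2-fold in 1104 and lowered over 2-fold in 2176 under *xpo-1* RNAi. In all 8 combinations of single libraries 260 genes were raised and 810 lowered. The same ratio between the control replicates, where no treatment differed, was over 2-fold higher in replicate 2 for 914 genes and over 2-fold lower for 780. The threshold moved the counts most, with 97 raised and 616 lowered at 4-fold. TMM over all 7 libraries gave 2087 raised and 1539 lowered, so which direction had more genes depended on the scaling. The lowest ratios among genes with a mean of at least 100 in every group were in *col-129* (WBGene00000703, chromosome IV, 12108672 to 12110275; log2 ratio -3.24), F41F3.3 (WBGene00018297, chromosome V, 4647665 to 4648241; -3.15) and *col-97* (WBGene00000672, chromosome III, 12992405 to 12993707; -3.07, from -4.51 to -1.75 over the combinations). The highest were in WBGene00010960 (mitochondrial genome, 2634 to 3235; log2 ratio 2.27, from 0.69 to 4.23 over the combinations), which overlaps the ND1 gene, in F41C3.2 (WBGene00018268, chromosome II, 4749968 to 4751822; 2.17) and in ZK1193.2 (WBGene00022858, chromosome X, 406459 to 425679; 2.01), which overlaps *col-19*. The median log2 ratio of cytosolic ribosomal protein genes was -2.11 (from -2.23 to -1.99 over the combinations), and 81 of 82 were lowered.

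The study also asked whether coding length differed between genes with raised and lowered translation efficiency. A coding length was known for 13259 of these genes, with a median of 1089 nt. The median was 1442 nt in the 1000 raised genes with a coding length and 636 nt in the 2135 lowered genes. Among 10000 random lists matched on expression the medians centred on 1020 nt and 1032 nt, and the observed medians lay at percentiles 100 and 0. Restricting the genes to those with at least 100 normalised counts in every group moved the medians most, to 2526 nt and 540 nt. Across genes the Spearman correlation of the ratio with coding length was 0.438. Between the control replicates the same ratio had a correlation of -0.335 with coding length. The interaction of polysome and total RNA had 0 calls to compare by length, and its log2 difference had a Spearman correlation of 0.355 with coding length across 14290 genes.

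Stage-limited transcripts differed between control replicates in every RNA kind. Major sperm protein genes held 0.0430% and 0.183% of counts in control total replicates 1 and 2, 0.0164% and 0.0875% in control monosome replicates 1 and 2, and 0.0938% and 0.447% in control polysome replicates 1 and 2. In the *xpo-1* RNAi libraries their share lay between 0.00434% (total replicate 1) and 0.00750% (polysome replicate 2).

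**Figure D4:**
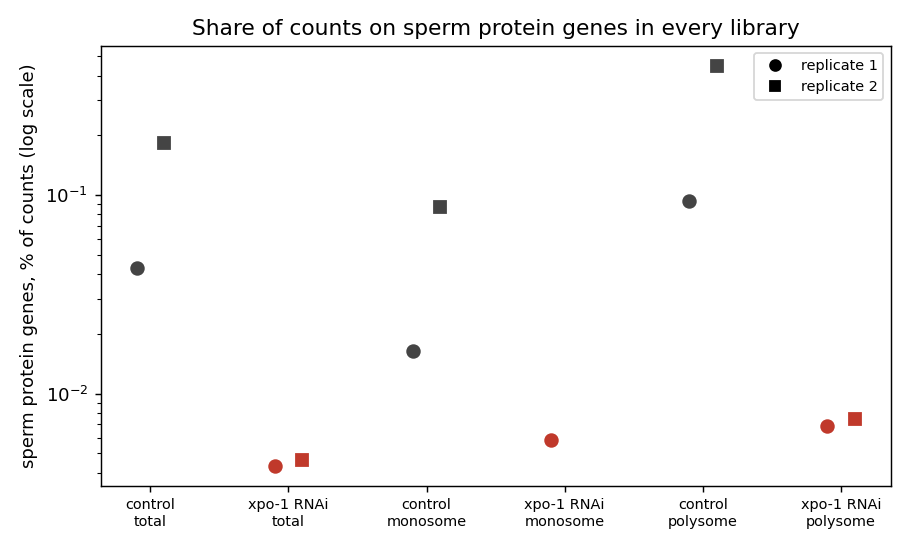
Share of counts on major sperm protein genes in percent (vertical axis, log scale) in every library by group (horizontal axis), with circles for replicate 1 and squares for replicate 2. Control replicate 2 lies above control replicate 1 in each RNA kind (0.183% against 0.0430% in total RNA), and all *xpo-1* RNAi libraries lie at or below 0.00750%.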

Values the study reported

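The study reported 2553 differential transcripts in total RNA after *xpo-1* silencing, with 1172 of them down-regulated and 1381 up-regulated.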

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

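The change under *xpo-1* RNAi differed between polysome and total RNA for 9 of the 16 gene lists, by camera on the interaction term (adjusted over 48 tests). With fry and with an estimated correlation 0 of these passed, so they rest on the preset correlation. The tests of coding length, of the floor and of the separation of the fractions below were set before their values were read, none was chosen after, but how far the floor test reaches was settled only after its value was seen.

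Cytosolic ribosomal proteins had a median difference of -0.71 (camera adjusted p 6.10e-33), with 81 of 82 genes negative, and mitochondrial ribosomal proteins one of -0.67 (camera adjusted p 7.58e-25), with 68 of 69 genes negative. All 16 combinations of single libraries gave a negative median for both, from -1.13 to -0.37 for the former and from -0.84 to -0.47 for the latter. Without *xpo-1* RNAi total replicate 1 the medians were -0.22 and -0.37, but that setting also moved the median of all genes to 0.26, and relative to it the values were within -0.99 to -0.49 and -0.82 to -0.64 over all libraries left out. Short coding sequences alone are argued against, since both medians lay at percentile 0 of random lists matched on coding length and expression, whose medians centred on -0.46 and -0.23, so a length trend may account for part of the first value. A weaker separation of polysome from total RNA under *xpo-1* RNAi is argued against for the cytosolic list, because its genes lay below the line of all other genes (median distance -0.60, 81 of 81 genes below). A treatment effect on the loading of these messenger RNAs stays open as a hypothesis, and so does a difference between cultures, since the *xpo-1* RNAi total RNA replicates themselves differed by a median of -0.45 in the cytosolic list.

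The proteasome list had a median difference of -0.55 (camera adjusted p 9.63e-09, 31 of 33 genes negative), from -0.91 to -0.14 over the 16 combinations and -0.12 without *xpo-1* RNAi total replicate 1. It lay at percentile 0 of the length-matched random lists. Heat-shock proteins had a median difference of 0.46 (camera adjusted p 0.00315, 13 of 18 genes positive, 0.44 to 0.72 over the combinations; 0.25 without control polysome replicate 1 and 0.77 without *xpo-1* RNAi polysome replicate 1) at percentile 99.1, and vitellogenins of 1.12 (camera adjusted p 5.41e-09, 6 of 6 genes positive, 0.56 to 1.66 over the combinations) at percentile 99.3. Coding length is therefore argued against as the whole cause of the proteasome and heat-shock differences. For vitellogenins, with a median coding length of 4824 nt, the matched lists already centred on 0.62. Matching in 10 length bins may leave part of a length trend there, so that percentile decides nothing. The vitellogenins are few and near-identical, so reads shared between them leave no independent genes to compare. The polysome to monosome ratio had the other sign for heat-shock proteins (median -0.23, -0.46 to -0.10 over its combinations) and vitellogenins (-0.63, -1.32 to -0.03). For the proteasome it had the same sign (-1.18). That ratio rests on a single *xpo-1* RNAi monosome library and was not tested. A rise in loading of heat-shock and vitellogenin RNA is therefore not established.

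Germline markers had a median difference of 0.42 (camera adjusted p 5.67e-05, 28 of 35 genes positive) at percentile 98.9 of the length-matched lists. It was 0.11 without control polysome replicate 2, 0.75 without control polysome replicate 1, and between -0.16 and 1.01 over the 16 combinations. A difference between the control cultures may therefore account for it, as the markers were lower in control replicate 2 than replicate 1 by a median of -0.69 in polysome RNA and of -0.22 in total RNA. The polysome to monosome ratio of these markers had a median of -0.17 (-0.65 to 0.41 over its combinations).

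Major sperm proteins had a median difference of -1.06 (camera adjusted p 0.00211, 45 of 49 genes negative) at percentile 0 of the length-matched lists. The 30 genes with more than 3 counts in each of the *xpo-1* RNAi total and polysome libraries had a median of -1.08, but their median count there was only 13.5, so an effect of counts at the floor cannot be told apart from a change in loading. The value rested on single libraries, with 0.42 without control polysome replicate 2 and -2.41 without control total replicate 2, and between -3.31 and 1.38 over the combinations.

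Autophagy had a median difference of 0.22 (camera adjusted p 0.0225, 20 of 28 genes positive), 0.06 without control total replicate 1 and 0.49 without *xpo-1* RNAi polysome replicate 1, and histones of -0.33 (camera adjusted p 0.0350, 26 of 37 genes negative), 0.20 without *xpo-1* RNAi total replicate 1. These lay at percentiles 81.1 and 36.1 of random lists of the same coding length and expression, so the trend with coding length is a candidate explanation for both. A change in loading specific to either list stays open and was not tested.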

How the results depend on the processing

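Calls in total and polysome RNA kept within 1.5 times of the reported counts under DESeq2, median-of-ratios size factors, both count filters, 1 fit over all 11 libraries and no fold threshold. Scaling by total counts only gave 3305 higher genes in total RNA and 4503 in polysome RNA. The share of lower calls went from 58.6% to 33.3% in total RNA and from 59.1% to 32.9% in polysome RNA, and the median of all genes moved to 0.30 and 0.40, so these changes follow from the scaling itself. A fold change over 2 left 946 higher genes in total RNA and 1298 in polysome RNA.

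The interaction had 0 calls under median-of-ratios size factors, total counts only, 1 fit over all 11 libraries, no fold threshold and a fold change over 2. It had 297 higher and 393 lower calls with DESeq2, 275 and 301 without a count filter, and 303 and 120 with at least 10 counts in every library, where 28.4% of the calls were lower and the median of all genes was 0.20. The cause was not tested.

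Deviations between replicates went together across the RNA kinds of control, but not across those of *xpo-1* RNAi or between control and *xpo-1* RNAi. The *xpo-1* RNAi replicates differed little (SD of the log2 ratio 0.25 in total and 0.26 in polysome RNA). A low correlation there cannot show whether same-numbered libraries shared a lysate. The deviations of replicate 2 from replicate 1 correlated across genes between control total and polysome RNA (0.688), control total and monosome RNA (0.572) and control monosome and polysome RNA (0.550). The correlation was -0.191 between the *xpo-1* RNAi total and polysome libraries, and between control and *xpo-1* RNAi it was 0.0707 in total RNA and 0.0304 in polysome RNA. With a replicate block the total RNA calls were 1978 higher and 2671 lower and the polysome calls 2647 and 3433. With treatment and number as the block, the interaction had 985 higher and 976 lower calls. With the *xpo-1* RNAi polysome numbers crossed, a setting chosen after the data were seen, it had 1547 higher and 1439 lower calls.

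The number of lists past the threshold fell from 7, 12 and 9 (total RNA, polysome RNA, interaction) to 1, 2 and 0 with fry, and to 0 in each with an estimated correlation. It stayed within 1.5 times under DESeq2, the other scalings, 1 fit over all libraries and the block.

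For the polysome to monosome ratio, a pseudocount of 10 gave 703 raised genes, TMM over all 7 libraries 2087 raised, and a mean of at least 50 in every group, which tests fewer genes, 351 raised and 1044 lowered. At 4-fold 97 were raised and 616 lowered, and at 1.5-fold 2746 and 3653. Leaving out single libraries gave 1181 to 1419 raised and 1746 to 2587 lowered genes. A stricter rule on total RNA (adjusted p above 0.5) left 609 unshared polysome calls.

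The median coding lengths of raised and lowered genes were 1494 nt and 693 nt at 1.5-fold and 2526 nt and 540 nt with at least 100 normalised counts in every group. For polysome over total RNA that of lowered genes was 726 nt. Leaving out single control libraries gave 1344 to 1544 nt for raised and 621 to 684 nt for lowered genes. Lowered genes were shorter than raised genes in each of these settings. The correlation of total and polysome changes ran from 0.806 to 0.901 with a library left out. For monosome RNA a pseudocount of 10 gave 914 lower genes, and leaving out a control library gave 1096 to 1465 higher and 1852 to 2383 lower genes.

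With total counts only, which moved all genes upward, *pmp-3* became 0.12 in total RNA and *rpn-6.1* 0.18 in polysome RNA, nucleolar and ribosome biogenesis genes 0.16, 0.16 and 0.0027 in total RNA, polysome RNA and the interaction, the lysosome list 0.074 and 0.19 in total and polysome RNA, and histones 0.19 in polysome RNA. The interaction value of *xpo-1* became -0.0075 with DESeq2 and -0.0074 with median-of-ratios size factors. With a library left out, interaction values ran from -0.51 to 0.015 for *fib-1*, from -0.24 to 0.35 for *rpl-4*, from -0.20 to 0.15 for initiation factors, from -0.16 to 0.20 for nucleolar and ribosome biogenesis genes, from -0.17 to 0.22 for the lysosome, from -0.39 to 0.20 for histones and from -0.28 to 0.16 for early embryo markers. Leaving out *xpo-1* RNAi total replicate 1, total replicate 2 or polysome replicate 1 moved the interaction median of all genes to 0.26, 0.29 and 0.26, and relative to all genes the lists named here kept their sign except nucleolar and ribosome biogenesis genes, which reversed in 1 of the fits. Among 507 comparisons of single named genes 453 were the same, 3 lost and 17 gained an adjusted p under 0.05 (the fold threshold was not applied in this count), 27 moved beyond the spread and 7 reversed. Among 592 comparisons of list medians these numbers were 453, 58, 2, 61 and 18, and camera with an estimated correlation and fry gave most of the losses.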

Other observations

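The tests on control cultures (other than that on molting-cycle genes), on embryos, on the mitochondrial share of total RNA and on length between *xpo-1* RNAi replicates were chosen after the patterns were seen, and the reading of the length test between control replicates was refined after its value was seen.

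The control cultures differed from each other in transcripts limited to certain stages. Major sperm protein genes were higher in control replicate 2 than in replicate 1 by a median log2 ratio of 2.16 in total RNA, 2.27 in monosome RNA and 2.21 in polysome RNA, each at percentile 100 of expression-matched random lists, with *xpo-1* RNAi replicates at 0.0035 in total and 0.11 in polysome RNA. Collagens were higher by 1.45, 0.92 and 1.03. A hypothesis is that larvae or young adults of the next generation were present in the control cultures, in different amounts, and scarce under *xpo-1* RNAi. The study's methods describe letting adults settle apart from their progeny, with daily transfer to fresh plates. The hypothesis thus requires that some progeny remained, and how much remained is not stated. The molting-cycle list, which shares 0 genes with the other lists, then fell under *xpo-1* RNAi by a median of -1.95 in total RNA (32 of 51 genes called lower) and was higher in control replicate 2 by 0.98, 0.83 and 0.68 in total, monosome and polysome RNA, each at percentile 100. The most abundant sperm gene, *msp-81*, had 23.9 and 110 CPM in the control total libraries and 0.931 and 1.46 CPM under *xpo-1* RNAi, and the most abundant molting-cycle gene, *sqt-3*, had 331 and 614 CPM against 50.2 and 48.7 CPM. In the control polysome libraries *sqt-3* had 437 and 384 CPM, and the next most abundant molting-cycle gene, *bli-4*, rose from 269 and 247 to 320 and 388 CPM in total RNA, so its members did not all move together (these genes were named after their values were seen). Of the 79 molting-cycle genes 40, and of the 54 sperm genes 17, also had at least 10 counts in both *xpo-1* RNAi total libraries. Of the genes called lower in total RNA, 31.8% were over 2-fold higher in control replicate 2 than replicate 1 in the polysome libraries, against 8.64% of all tested genes and 1.70% of the genes called higher. The control total and polysome libraries come from the same cultures, which favours genes high in control replicate 2 as lower calls whatever their source, so next-generation animals cannot be told apart from other differences between the cultures by this share. The medians of the sperm, collagen and molting-cycle lists are consistent with that hypothesis as part of the cause. If the sperm genes gave the ratio of all such animals in the control cultures (4.79 in total RNA), the whole fall of collagens and molting-cycle genes would need replicate 2 to exceed replicate 1 by medians of 1.91 and 1.52 in total RNA, and the observed 1.51 and 1.04 fell short in 96 of 125 and 38 of 51 genes. Larvae in another ratio, or a change within the adults, may account for the rest. Whether *xpo-1* silencing acts through fertility or development of the progeny, or the cultures differed in handling, was not tested.

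Whether such animals also account for the fall of the cytosolic ribosomal protein genes stays open. By the same reckoning the whole fall in ribosomal protein genes would need replicate 2 to exceed replicate 1 by a median of 0.95 in total RNA and 1.41 in polysome RNA. The observed medians were 0.15 and 0.05, and 82 of 82 and 81 of 81 genes lay under the needed value. That argues against animals in the ratio of the sperm genes as the whole cause, but the ratio of other larvae was not measured, and larvae in a ratio nearer to 1 cannot be told apart from a change within the adults. Fewer embryos under *xpo-1* RNAi cannot be told apart from a change within the adults, because early embryo markers fell under *xpo-1* RNAi but differed by a median of only -0.014 between the control total libraries, which leaves no contrast to test it with. The most abundant of these markers, *lsy-27*, had 50 and 38.8 CPM in the control total libraries and 35.3 and 29.7 CPM under *xpo-1* RNAi, while the marker *sdz-27* rose from 10.2 and 9.34 to 20.4 and 19.2 CPM (both named after their values were seen), and 19 of the 49 had at least 10 counts in both *xpo-1* RNAi total libraries.

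Length trends also arose between libraries of the same treatment. Between the *xpo-1* RNAi replicates the polysome to total ratio had a Spearman correlation of -0.358 with coding length, as far from 0 as the 0.355 of the interaction, so a length trend between libraries is a candidate explanation for the latter. Between the control replicates the polysome to monosome ratio had a correlation of -0.335 against 0.438 under *xpo-1* RNAi. That is neither as far from 0 nor much nearer, so the length difference of genes with raised and lowered translation efficiency cannot be told apart from a trend between libraries with a single *xpo-1* RNAi monosome library.

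Transcripts of the mitochondrial genome held 0.477% of counts in the *xpo-1* RNAi monosome library (95% Wilson interval 0.474% to 0.480%), against 3.64% and 3.10% in the control monosome libraries. All 12 mitochondrial genes with counts enough were lower there than in both controls. Fewer mitochondrial transcripts in the animals are argued against, since their share of total RNA under *xpo-1* RNAi was 97.4% of the control share (0.659% against 0.677%). Less separation of that library from total RNA would by itself leave its share between those of total RNA and of the control monosome libraries. The share of 0.477% lay below the 0.662% and 0.656% of the *xpo-1* RNAi total libraries. That argues against less separation as the whole cause in this library. As a part of the cause it cannot be told apart from others. Across genes the monosome over total ratios of that library had slopes of 0.657 on those of control replicate 1 and 0.418 on those of control replicate 2. The control replicates had slopes of 1.10 and 0.627 on each other, so with a single library the slopes decide nothing here. No biological explanation was tested.

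In total RNA 3986 genes were called here, 1649 higher and 2337 lower. Each of these counts is higher than the matching value quoted from the study above. The balance was reversed, as the study had more up-regulated than down-regulated transcripts. DESeq2, which the study also used, gave 1283 higher and 2074 lower genes here, the former below the study's up-regulated number. Scaling by total counts only gave 3305 higher and 1647 lower genes, but the deposited tables were scaled by median of ratios.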
